A study of Drosophila melanogaster with 5 samples. Its data were reported in "GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes" (2016).

How the data were processed

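Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on chromatin of Drosophila larvae at instar 3, raised at 25 °C. The series held 5 libraries with 1 library per group: GAF ChIP in wild type (WT), RNA-Pol ChIP in WT, RNA-Pol ChIP in the GAF mutant, and 2 input libraries from WT, 1 for each kind of ChIP. Groups were taken from the sample titles. Peak lists of the 3 ChIP libraries were analysed; the input libraries entered only through the authors' peak calling and their own values were not used here. The antibodies were raised against GAF and against Rpb3, a subunit that all forms of RNA-Pol share.

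Short single reads from an Illumina Genome Analyzer IIx were aligned by the authors to Release 5 of the fly genome with CLC-bio, and uniquely mapped reads were kept. Libraries were amplified by PCR without size selection, so fragment length was not fixed between them. Peaks were called by the authors in each library separately with PICS, a program that models read positions on both strands, within Avadis-NGS and against the matching input. No replicates were pooled. The deposited GAF list gives for each peak a chromosome, a start, an end, an enrichment score from the peak caller with no stated scale, and a false discovery rate (FDR). The deposited RNA-Pol lists give the position and the FDR, with no score or read count. The FDR is a q-value between 0 and 1 as the authors' peak caller gave it, and many peaks are tied at 0. The authors set the FDR threshold of the study at 0.05, but the deposited lists extend past it, so it was applied here. For RNA-Pol the study also selected genes by Fisher's exact test. That step was not applied here, so the RNA-Pol peak sets are wider than those behind the study's gene lists. The columns analysed hold no read counts per peak, so no interval was drawn from reads, and the read totals of the libraries were not used here.

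All results were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks at FDR below 0.05 formed the main set. Peaks of different libraries were taken as shared when they overlapped by at least 1 bp on the same chromosome. A WT RNA-Pol peak was called GAF-bound when it shared at least 1 bp with a GAF peak, and retained when it shared at least 1 bp with an RNA-Pol peak of the mutant. Shares carry 95% Wilson intervals over peaks. These intervals cover counting error over peaks only and hold no variation between animals or library preparations, since each group has 1 library. The overlap of GAF with RNA-Pol was set against 1000 circular shifts of the GAF peaks within each chromosome, which keep the spacing of the peaks (100 shifts for the ranges of FDR and for the tests of the closing section). Retention of GAF-bound peaks was set against 10000 random sets of the same size drawn from all WT RNA-Pol peaks, matched on FDR in 20 quantile bins. Position among shifts or sets is given as a percentile that describes these libraries. Peaks are not replicates, so no p-value was computed across them. Spearman's rho between GAF score and RNA-Pol strength, and differences between quartiles of GAF score, carry 95% bootstrap intervals from 1000 resamples of peaks.

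The design had been fixed in the expectation of an RNA-Pol score. Since the RNA-Pol lists hold FDR alone, minus the FDR replaced the score in ranks and in matching, and the share of peaks retained replaced the ratio of scores between quartiles. The median log2 ratio of mutant over WT RNA-Pol score, the alternatives that depend on it, promoter-proximal RNA-Pol and the pausing index were not computed. The gene table at hand belongs to a later genome release than the peak coordinates, so peaks were not assigned to genes or promoters and no annotation was used here. The rule for named items, set before the data were examined, asked for the GAF gene and the Hsp70 genes, the 5 GAF peaks with the highest score, and the peaks with extreme RNA-Pol ratios. The 5 GAF peaks could be given, by their coordinates as listed, and the other items are not reported here.

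Alternatives set before the data were examined were a threshold of FDR below 0.01, an overlap of at least 50% of the shorter peak, peak centres within 500 bp, peaks within 200 bp merged, the main chromosome arms, equal numbers of top RNA-Pol peaks, GAF peaks at or above the median score, and 10 quantile bins. Another 8 alternatives were chosen after seeing the data: FDR below 0.03, FDR of 0, windows of 100 bp around peak centres, 14 FDR bins with fixed limits, matched sets drawn from unbound peaks (with replacement), GAF-bound defined by centres within 500 bp, that definition together with FDR below 0.01, and FDR of 0 together with centres within 500 bp. The ranges of FDR, the distances between peak centres, the GAF quartiles over all GAF peaks, the differences between libraries resampled in pairs over GAF peaks, and the difference of WT minus mutant rho over shared peaks were also chosen after the data were seen.

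The functions were tested on simulated data made from the listed peaks. A planted overlap share of 20.6% over 3281 peaks was recovered as 20.8%. With 40 randomly placed lists of 3281 peaks, 7.5% fell outside the central 95% of their circular shifts. With no effect planted on 284 peaks, 7% of 100 simulations fell outside the central 95% of the matched sets. With a mean effect of 12.4 points planted on 284 peaks, the mean estimate was 12.0 points. With sets drawn from unbound peaks these values were 2% and 12.2 points.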

Results

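GAGA factor (GAF) is a Drosophila protein that binds repeats of GA in DNA. The study asked how its occupancy relates to the distribution of RNA polymerase II (RNA-Pol) in larval tissues, and what becomes of RNA-Pol in Gaf mutants. GAF was mapped by ChIP-seq in WT, and RNA-Pol was mapped in WT and in mutants, with 1 library in each group. There are therefore no replicates, and every difference between WT and mutants below is a difference between 2 libraries, without a measure of the variation between preparations. Read totals of the libraries were not used here.

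The GAF list held 82840 calls, of which 3281 had an FDR below 0.05. Their enrichment scores ran from 8.80 to 113 with a median of 17.2, and 93.1% of all calls in the list had an FDR of 1. The WT RNA-Pol list held 84708 calls with FDR values up to 0.182, of which 33537 were below 0.05. The mutant RNA-Pol list held 78641 calls with FDR values up to 0.2098, of which 23697 were below 0.05. RNA-Pol counts depended strongly on the threshold. At FDR below 0.01 the order of the libraries was the opposite, with 2432 RNA-Pol peaks in WT and 3150 in mutants, while GAF kept 2383 peaks. At an FDR of 0 the numbers were 1326 in WT and 1345 in mutants. The peaks were short. At FDR below 0.05 the median width was 48 bp for GAF, 64 bp for RNA-Pol in WT and 76 bp for RNA-Pol in mutants. The peaks covered 166 kb for GAF, 2208 kb for WT RNA-Pol and 1919.9 kb for mutant RNA-Pol. At FDR below 0.01 the median width of RNA-Pol peaks was 76 bp in WT and 114 bp in mutants.

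The 5 GAF peaks with the highest score lay on 3R, X, 2L and 3L (Release 5 coordinates), each with an FDR of 0. The first, at 5376545 to 5376591 of 3R, had a score of 113. No RNA-Pol peak was near it, since the nearest centre was 13977 bp away in WT and 4457 bp away in mutants. The next peak, at 18265220 to 18265260 of X, had a score of 91.7, and RNA-Pol peaks were centred 176 bp away in WT and 174 bp away in mutants. Both of these RNA-Pol peaks passed the threshold, with an FDR of 0.0135 in WT and 0.00102 in mutants. On 2L, the peak at 2130370 to 2130415 with a score of 89.7 had RNA-Pol peaks with an FDR of 0 in both libraries, at 454.5 bp in WT and 457.5 bp in mutants. Also on 2L, the peak at 14490693 to 14490761 with a score of 88.3 had RNA-Pol peaks with an FDR of 0 at 96 bp in WT and 160 bp in mutants. The peak at 6897415 to 6897466 of 3L had a score of 87.4, and its nearest RNA-Pol peaks were 908 bp away in WT (FDR of 0.0440) and 708 bp away in mutants (FDR of 0.0412).

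To compare RNA-Pol between genotypes, WT peaks were searched for in the mutant list. Of 33537 WT RNA-Pol peaks, 4783 overlapped a mutant peak, or 14.3% (95% Wilson interval 13.9 to 14.6%). In the other direction, 4775 of 23697 mutant peaks overlapped a WT peak, or 20.2% (19.6 to 20.7%). The threshold moved these shares most: at FDR below 0.01, 80.6% of WT peaks were found in mutants and 62.1% of mutant peaks were found in WT. Recurrence fell steeply within the range of FDR. Among WT peaks with an FDR of 0, 90.6% overlapped a mutant peak at FDR below 0.05, against a mean of 3.05% for circular shifts. The share was 66.8% for WT peaks with an FDR from 0.01 to 0.03. It was 7.35% for the 30397 WT peaks with an FDR from 0.03 to 0.05, for which the shifts gave a mean of 2.91% and a highest value of 3.15%. Mutant peaks showed a similar course, with 91.6% at an FDR of 0, 33.0% from 0.01 to 0.03, and 10.1% for the 19543 peaks from 0.03 to 0.05, where the shifts gave a mean of 3.98%.

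**Figure D1:**
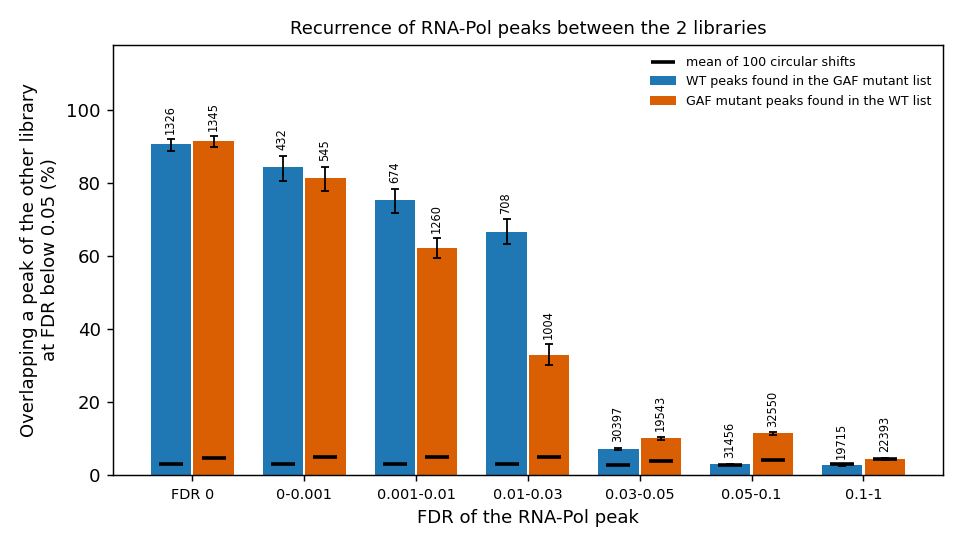
Share of RNA-Pol peaks (%) that overlap a peak of the other library at FDR below 0.05, by the FDR of the peak, for WT peaks (blue) and GAF mutant peaks (orange), with 95% Wilson intervals, the number of peaks above each bar, and the mean of 100 circular shifts as black lines. Recurrence was 90.6% in WT and 91.6% in mutants at an FDR of 0 and fell to 7.35% and 10.1% between 0.03 and 0.05, the range that holds most of the peaks at FDR below 0.05.

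Whether GAF and RNA-Pol occupy the same places was examined by overlapping GAF peaks with each RNA-Pol list. In WT, 284 of 3281 GAF peaks overlapped an RNA-Pol peak, or 8.66% (7.74 to 9.67%). The 1000 circular shifts had a mean of 3.17% and a highest value of 4.42%, so the observed share lay above all of them. With the mutant RNA-Pol list, 415 GAF peaks overlapped, or 12.6% (11.6 to 13.8%), above a mean of 2.53% and a highest value of 3.38% for the shifts. The order of the raw shares depended on how overlap was counted. With peak centres within 500 bp the shares were 46.0% in WT and 45.5% in mutants, and with windows of 100 bp around every centre they were 18.5% in WT and 17.3% in mutants. The shifts had means of 25.1% for WT and 17.9% for mutants with centres, and of 5.45% and 3.87% with windows. The distance above chance placement was thus larger in mutants under both rules, but this does not rank the libraries. The shift means also count RNA-Pol calls with an FDR from 0.03 to 0.05, of which WT had more (30397 against 19543). Such calls lay within 500 bp of GAF peaks less often than their shifts. The shares were 0.924% against a mean of 2.39% in WT, and 1.00% against 2.40% in mutants. With centres at an FDR of 0 the shares were 29.7% in WT and 25.1% in mutants, and the shifts had means of 1.09% and 1.11%. There the distance above chance placement was larger in WT. Centres within 500 bp at FDR below 0.01 gave 36.8% in WT and 37.5% in mutants. GAF and RNA-Pol peaks were side by side more often than on top of each other. Among the 1510 GAF peaks with a WT RNA-Pol centre within 500 bp, the median distance between centres was 120.0 bp (quartiles 73.6 and 208.5 bp). For the 1494 GAF peaks with a mutant RNA-Pol centre within 500 bp it was 123.5 bp (73 and 206 bp). At FDR below 0.01 the fullest bin of 25 bp was 75 to 100 bp in WT with 145 GAF peaks, while 29 GAF peaks fell within the first 25 bp. In mutants that bin held 123 GAF peaks, as did the next one, and the first 25 bp held 46.

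**Figure D2:**
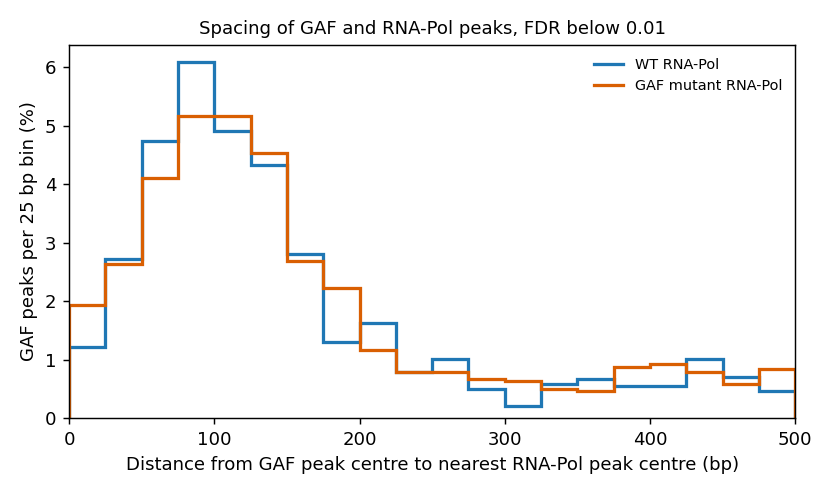
Share of GAF peaks at FDR below 0.01 (%) in each bin of 25 bp of the distance from the GAF peak centre to the nearest RNA-Pol peak centre (bp), for WT RNA-Pol (blue) and GAF mutant RNA-Pol (orange). Both curves rise from 0 to between 75 and 125 bp and fall beyond it, with medians of 117.5 bp in WT and 123.8 bp in mutants over the GAF peaks within 500 bp.

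Whether RNA-Pol peaks that overlap GAF peaks drop out of the mutant list was examined against sets of WT RNA-Pol peaks of similar FDR. These peaks are not the study's GAF-target genes, which were defined by promoters. A peak that stays in the list can still hold less RNA-Pol, so retention cannot test the reduction near promoters that the study reported. Of the 284 WT RNA-Pol peaks that overlapped a GAF peak, 223 were retained in mutants, or 78.5% (73.4 to 82.9%). Of the 33253 unbound WT peaks, 13.7% were retained. Most unbound peaks had a high FDR, so the bound peaks were compared with sets matched on FDR. The matched sets retained 69.2% on average, with a central 95% range of 65.5 to 72.9%. The bound peaks were thus retained more often by 9.30 points and lay above all 10000 sets. The sets were drawn from all WT RNA-Pol peaks, and drawing them from unbound peaks gave an excess of 9.84 points. The excess varied with the threshold and the definition of binding. With centres within 500 bp for both binding and retention it was 5.37 points over 1411 bound peaks. It was 4.46 points at FDR below 0.01, at the percentile of 95.6, and 10.2 points at an FDR of 0 with 69 bound peaks, at the percentile of 97.9. With an FDR of 0 and centres within 500 bp the sign changed, to -1.45 points at the percentile of 19.7.

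The relation between the amount of GAF and RNA-Pol was examined by rank correlation across peaks, which are not independent replicates. Over the 284 GAF-bound WT RNA-Pol peaks, Spearman's rho between GAF score and RNA-Pol strength, taken as minus the FDR, was 0.18 (95% bootstrap interval 0.06 to 0.30). Of these peaks, 157 were tied at an FDR of 0. Over the 223 GAF-bound peaks shared with mutants, rho was 0.18 for mutant RNA-Pol (0.05 to 0.31), with 134 ties at 0, and 0.22 for WT RNA-Pol over the same peaks (0.10 to 0.34). The difference of WT minus mutant rho over these peaks was 0.043, with a bootstrap interval of -0.057 to 0.137 that includes 0. With centres within 500 bp, over 1129 shared peaks, rho was 0.26 for WT (0.20 to 0.31) and 0.16 for mutants (0.11 to 0.22). The difference was then 0.093 with an interval of 0.043 to 0.136, which excludes 0 and covers resampling of peaks only. The intervals included 0 at FDR below 0.01, where rho was 0.025 in WT and 0.015 in mutants.

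GAF-bound WT RNA-Pol peaks were also divided into quartiles of GAF score, with 71 peaks in each. The shares retained in mutants were 71.8, 76.1, 84.5 and 81.7% from the lowest to the highest quartile. The top quartile kept 58 peaks and the lowest kept 51, a difference of 9.86 points with a bootstrap interval of -2.82 to 23.9, which includes 0. Over all GAF peaks, the share with an RNA-Pol centre within 500 bp rose with GAF score in WT, from 42.3% in the lowest quartile (38.9 to 45.7%) to 49.9% in the highest (46.5 to 53.3%). In mutants it was 42.6% in the lowest quartile (39.3 to 46.0%) and 47.4% in the highest (44.0 to 50.9%), with the highest share, 48.8%, in quartile 3. WT exceeded mutants by 2.44 points in the highest quartile at FDR below 0.05, by 1.34 points at FDR below 0.01 and by 6.65 points at an FDR of 0. In the lowest quartile the differences between WT and mutants were -0.365, -3.19 and 2.81 points at the same thresholds. At an FDR of 0 WT exceeded mutants in all 4 quartiles, by 2.81, 5.12, 3.58 and 6.65 points from the lowest to the highest, which is not a steady rise with GAF score. Both libraries were scored on the same GAF peaks, so the differences were resampled in pairs over GAF peaks. The bootstrap intervals at an FDR of 0 were 3.58 to 10.2 points in the highest quartile and -0.767 to 6.14 points in the lowest, where 37 and 29 GAF peaks were near RNA-Pol in WT alone and 11 and 18 in mutants alone. With FDR below 0.01 the intervals were -1.17 to 3.86 points in the highest quartile (33 in WT alone, 25 in mutants alone) and -5.87 to -0.499 points in the lowest (24 and 43). With FDR below 0.05 they were -0.122 to 5.12 points in the highest quartile (71 and 51) and -3.17 to 2.56 points in the lowest (74 and 77). Over all GAF peaks the difference was 0.488 points at FDR below 0.05 (-0.885 to 1.92), -0.713 points at FDR below 0.01 (-1.97 to 0.589) and 4.54 points at an FDR of 0 (2.94 to 6.08). The difference in the highest quartile exceeded that in the lowest by 2.80 points (-1.10 to 6.34), 4.53 points (0.671 to 8.39) and 3.84 points (-1.02 to 8.70) at these thresholds, and the interval excluded 0 at FDR below 0.01 alone.

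**Figure D3:**
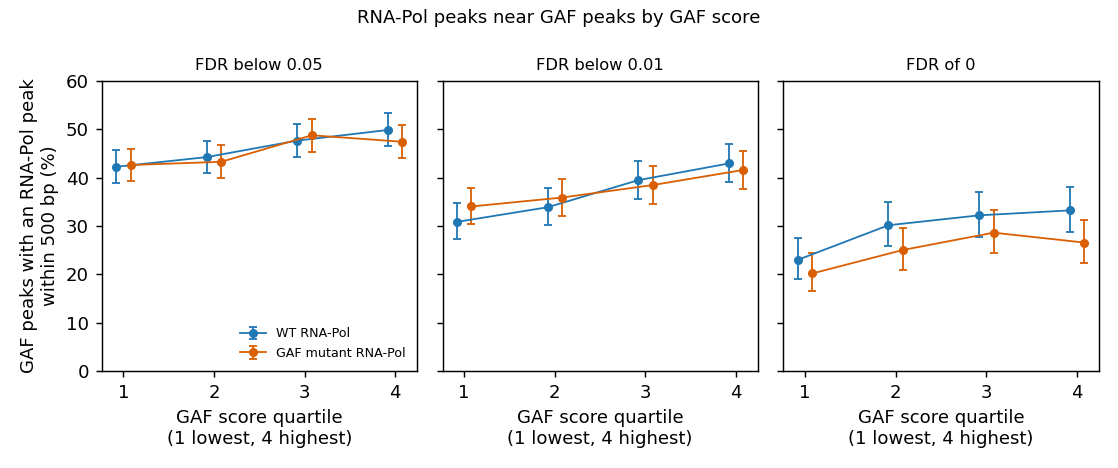
Share of GAF peaks (%) with an RNA-Pol peak centre within 500 bp, by quartile of GAF score, for WT RNA-Pol (blue) and GAF mutant RNA-Pol (orange) at 3 FDR thresholds applied to all lists, with 95% Wilson intervals over peaks. In the highest quartile WT lies above mutants by 2.44, 1.34 and 6.65 points at FDR below 0.05, below 0.01 and of 0.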

Values the study reported

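The study reported 3716 GAF binding peaks at an FDR below 0.05. It gave a Spearman's rank correlation between GAF occupancy and the density of promoter-proximal RNA-Pol of 0.42 in WT and of 0.01 in Gaf mutants.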

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

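None of the tests in this part was chosen after its own result had been seen. Both patterns come from calls at FDR of 0.05 or more, which the comparisons above leave out.

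Weak RNA-Pol calls coincided between the libraries. Of the 51171 WT calls at FDR of 0.05 or more, 25.2% overlapped a mutant call at FDR of 0.05 or more, while 100 circular shifts gave a mean of 7.38% and a highest value of 7.67%. The RNA-Pol libraries were called against a single input, and a shared input could place weak calls at the same positions in both. If a feature of that input alone were the whole of it, weak RNA-Pol calls would not coincide with weak calls of the GAF library, which had another input. They did coincide: 24.2% of the WT RNA-Pol calls overlapped a GAF call at FDR of 0.05 or more, against a mean of 8.92% and a highest value of 9.24% for the shifts. Both inputs came from WT and could share such positions, so the test cannot exclude placement by input. A feature common to chromatin preparations, such as the ease of shearing or the mapping of reads, is a candidate explanation across antibodies and inputs, but neither was analysed here. No biological explanation was tested.

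Weak GAF calls lay near strong RNA-Pol peaks slightly more often than by chance placement. Of the 79559 GAF calls at FDR of 0.05 or more, 2.28% had their centre within 500 bp of a WT RNA-Pol peak at FDR below 0.01, against a mean of 1.97% and a highest value of 2.07% for the shifts. Strong RNA-Pol sites could draw calls from any ChIP library. The 77138 GAF calls with an FDR of 1 lay there no more often than by chance placement, with 1.71% against a mean of 1.98% for the shifts. The excess came from the 2421 calls with an FDR from 0.05 to below 1, of which 20.5% lay within 500 bp of such a peak, against a mean of 1.99%. Extra reads at strong RNA-Pol sites would lower the FDR of the calls they draw, so calls with an FDR of 1 cannot exclude this explanation. A hypothesis is that part of the calls are weaker GAF sites of WT that the threshold leaves out, but this cannot be told apart from calls drawn by strong RNA-Pol sites.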

How the results depend on the processing

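Across all alternatives, 77 values stayed the same in direction and side of the threshold or within their error, 37 moved past it, 7 became weaker, 4 became stronger and 6 changed sign. Merging peaks within 200 bp and the restriction to the main chromosome arms changed none of the results; the arms could not, since all listed peaks lie on them. With 10 quantile bins the retention excess was 13.4 points, with 14 fixed FDR bins it was 9.38 points, and with sets drawn from unbound peaks it was 9.84 points.

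The threshold moved the RNA-Pol counts and the recurrence between the RNA-Pol lists most, while the overlap rule moved GAF overlap most. At FDR below 0.01 there were 2432 RNA-Pol peaks in WT and 3150 in mutants, 80.6% of WT peaks were found in mutants and 62.1% of mutant peaks in WT, and GAF overlap was 5.92% with WT and 9.86% with mutant RNA-Pol. At FDR below 0.03 these values were 3140 and 4154 peaks, 80.0% and 60.3%, and 6.63% and 11.4%. At an FDR of 0 they were 1326 and 1345 peaks, 73.9% and 72.6%, and 4.41% and 6.52%, with 1564 GAF peaks. For recurrence the cause is visible in the 30397 WT peaks with an FDR from 0.03 to 0.05, of which 7.35% recurred. For GAF overlap the means of the circular shifts fell as well. They went from 3.17% at FDR below 0.05 to 0.263% at FDR below 0.01 in WT, and from 2.53% to 0.435% in mutants. The shares at FDR below 0.05 thus hold more chance overlap. At an FDR of 0 the means were 0.137% and 0.183%, which leaves the lower shares there unexplained. No other cause was tested.

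The rule for overlap moved the shares too. Recurrence of WT and of mutant peaks was 11.7% and 16.5% with 50% of the shorter peak, 29.8% and 42.4% with centres within 500 bp, and 16.5% and 23.3% with windows of 100 bp. GAF overlap with WT and with mutant RNA-Pol was 4.57% and 8.02%, 46.0% and 45.5%, and 18.5% and 17.3% under these rules. Equal numbers of RNA-Pol peaks gave a recurrence of 17.9% in both directions. With an FDR of 0 and centres within 500 bp, recurrence was 74.7% and 72.9% and GAF overlap was 29.7% and 25.1%. The share of GAF peaks with RNA-Pol was higher in mutants than in WT under the rules that use the listed widths, and lower with centres or equal windows at FDR below 0.05 and with centres at an FDR of 0, but not with centres at FDR below 0.01 (36.8% in WT and 37.5% in mutants). The circular shifts gave higher means for WT than for mutants at FDR below 0.05 (25.1% and 17.9% with centres, 5.45% and 3.87% with windows), so there the raw shares also reflect the larger WT list. With centres at an FDR of 0 the means were 1.09% and 1.11%. GAF overlap lay above all 1000 circular shifts under each alternative that was set against shifts, as centres within 500 bp at FDR below 0.01 were not.

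Retention of GAF-bound peaks exceeded matched sets by 4.46 points at FDR below 0.01, at the percentile of 95.6, by 0.358 points when binding was also defined by centres within 500 bp, and by -1.45 points with an FDR of 0 and centres within 500 bp. The cause was not tested. At an FDR of 0 with overlap by 1 bp it was 10.2 points over 69 bound peaks. Against sets of unbound peaks these 4 values were 4.97, 1.19, -2.20 and 10.7 points.

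Spearman's rank correlation of GAF score and RNA-Pol strength was sensitive to the range of peaks. At FDR below 0.03 it was 0.23 for WT, 0.21 for mutants and 0.28 for WT over the shared peaks, with intervals that exclude 0. At FDR below 0.01 it was 0.025 for WT, 0.015 for mutants and -0.020 for WT over the shared peaks. With GAF peaks at or above the median score it was -0.024 for WT and 0.073 for mutants. With FDR below 0.01 and binding by centres within 500 bp it was 0.036 for mutants (-0.039 to 0.111), 0.074 for WT (0.002 to 0.141) and 0.085 for WT over the shared peaks (0.013 to 0.155). The difference of WT minus mutant correlation over shared peaks was -0.036 at FDR below 0.01 and -0.029 with GAF peaks at or above the median score, both with intervals that include 0. It was 0.093 with centres within 500 bp (0.043 to 0.136) and 0.087 with binding by centres within 500 bp (0.042 to 0.135), and 0.049 with an interval that includes 0 (-0.027 to 0.124) when binding by centres was joined with FDR below 0.01. The cause was not tested. No correlation exists at an FDR of 0, where all RNA-Pol peaks are tied. Between GAF quartiles, the difference in retention excluded 0 with centres within 500 bp (7.65 points) and with binding by centres (11.3 points), and was -0.0672 points when binding by centres was joined with FDR below 0.01. It was 11.1 points at FDR below 0.01 and 0 points at FDR below 0.03, with intervals that include 0; the cause was not tested.

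Not run were the alternatives that need an RNA-Pol score or another measure of peak size (the sum of scores, matching on WT score, the lowest mutant score, matching near transcription start sites), those for promoters and those for lists of genes. Ties at an FDR of 0 limit every ranking of strong RNA-Pol peaks.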

Other observations

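In this part, some tests were chosen or revised only after the result was seen. These were the tests of noise and of nearby GAF peaks for RNA-Pol calls between FDR 0.03 and 0.05, and the test of ties. The tests of the threshold and of sites without a partner at FDR below 0.05 or at any FDR were also among them. The random reassignment of sites found in a single library was revised too, from bins of rank to bins of FDR.

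Most RNA-Pol peaks at FDR below 0.05 had an FDR between 0.03 and 0.05 and recurred little. Noise of the peak caller is a candidate explanation, but the recurrence of 7.35%, which is 4.44 points above the mean of the circular shifts, is the pattern itself and cannot decide it. Narrow peaks that miss each other by a few bases would recur within 500 bp far above their shifts, but 24.2% did so against a mean of 18.6%. Loss of GAF in mutants would place the WT calls near GAF peaks. Only 0.924% of them lay within 500 bp of a GAF peak, less than the lowest of the shifts (2.19%). By contrast, 53.2% of the WT RNA-Pol peaks with an FDR of 0 lay that near to a GAF peak. Against independent noise, 22.7% of these WT calls overlapped a mutant call at any FDR (shift mean 9.90%, highest 10.3%), and 15.5% overlapped a GAF call at FDR of 0.05 or more (shift mean 8.52%, highest 9.02%). Part of the calls thus fell at positions that other libraries also call weakly, and the pattern cannot be told apart from a mixture of noise and such shared positions. The low share near GAF peaks, below chance placement, was not explained.

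GAF-bound WT RNA-Pol peaks were retained in mutants more often than sets of WT peaks matched on FDR. Ties at an FDR of 0 could hide stronger peaks among the bound ones. Among the 127 bound peaks with an FDR above 0, matched in fixed FDR bins, 55.1% were retained against 42.6% in matched sets, at the percentile of 100. Mutant peaks could be denser around GAF sites. With the mutant peaks moved by 2 kb the bound peaks lay at the percentile of 43.5, which speaks only of density on that scale, since RNA-Pol centres cluster nearer to GAF peaks than this; the pattern cannot be told apart from local density. Peak width could differ, but with windows of 100 bp in both RNA-Pol lists the percentile was 99.995. A hypothesis is that RNA-Pol at sites of direct GAF overlap stays detectable in mutants at least as often as elsewhere. It speaks of detection and not of amount, since the lists hold no RNA-Pol score, and the excess depended on the threshold and on the definition of binding (-1.45 points with an FDR of 0 and centres within 500 bp). Position at promoters was not analysed here and cannot be told apart from GAF binding.

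RNA-Pol sites found in a single library differed in how often they were GAF-bound. At FDR below 0.01 and with centres within 500 bp, 111 of 419 sites without a mutant partner lay near a GAF peak, or 26.5% (22.5 to 30.9%). Of 1129 mutant sites without a WT partner, 123 did so, or 10.9% (9.21 to 12.8%). The difference of 15.6 points exceeded all 10000 random reassignments of the sites within bins of FDR, whose central 95% ran from -0.110 to 7.74 points. At an FDR of 0 the difference was 21.7 points. With equal numbers of RNA-Pol peaks in both libraries it was 17.1 points, so unequal numbers did not account for it. With windows of 100 bp it was 13.8 points. That value cannot test for an effect of wider mutant peaks, since the rule of centres within 500 bp already uses no peak width. At FDR below 0.03 it was 11.6 points, above the central 95% of the reassignments (-0.478 to 6.31 points). The threshold mattered, because no such excess was seen at FDR below 0.05. There the difference was -0.779 points, within the central 95% of its own reassignments (-1.13 to -0.675 points, percentile of 85.3), so it was not a reversal. Among sites with no call at any FDR in the other library, 40 of 235 WT sites and 43 of 349 mutant sites were near a GAF peak. That difference was 4.70 points, at the percentile of 85.0 of the reassignments. Sites with no partner at FDR below 0.05 in the other library kept a difference of 13.3 points (24.0% of 292 WT sites and 10.7% of 599 mutant sites), at the percentile of 99.99, so sites that just miss the threshold did not account for it. Sites that keep a weak call, at FDR of 0.05 or more, may account for much of it. The retention of WT peaks did not follow it at this threshold. Of 2432 WT peaks, 801 lay near a GAF peak, a larger share than among the WT sites without a mutant partner. Of these, 85.1% were retained by overlap, against 84.8% in matched sets (percentile of 64.5) and 84.0% in matched sets of unbound peaks (percentile of 82.5). With an FDR of 0, 430 of 1326 WT peaks lay near a GAF peak, a smaller share than among the WT sites without a mutant partner (115 of 335). Retention of these 430 peaks by centres was 73.3%, against 75.5% in matched sets of unbound peaks (percentile of 14.7). With 1 library per genotype the difference in GAF-bound shares cannot be told apart from a difference between libraries. It also depended on the threshold, as it was absent at FDR below 0.05.

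RNA-Pol peaks were wider in the mutant list. If this came from different sites, peaks at the same sites would have similar widths. At the 985 pairs of overlapping peaks with an FDR of 0 in both lists, the median ratio of mutant over WT width was 1.51, and the mutant peak was the wider one in 99.6% of pairs. The shift was not limited to these pairs. Over all calls at FDR below 0.03 the median width was 76 bp in WT and 114 bp in mutants. Mutant calls had the larger median in each range of FDR below 0.03. The shift was smaller for weaker calls. Median widths in WT and mutants were 60 and 64 bp for calls with an FDR from 0.03 to 0.05. They were 66 and 76 bp from 0.05 to 0.1, and 74 and 93 bp above 0.1. This argues against an equal shift of all calls in the library. Most of these weaker calls overlapped no call of the other library, so their medians compare largely different sites. Fragment length may still contribute at calls with an FDR below 0.03, as size selection was not used, but it was not analysed here. No biological explanation was tested.

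The rank correlation of GAF score and RNA-Pol strength in WT here was 0.18. That is lower than the value quoted from the study above. The correlation for mutant RNA-Pol here was 0.18, over the 223 shared peaks, where WT gave 0.22. That mutant value is higher than the value quoted from the study above. The difference of WT minus mutant over these peaks was 0.043, with an interval that includes 0. With centres within 500 bp, over 1129 shared peaks, the difference was 0.093 (0.043 to 0.136), in the direction of the quoted values. At FDR below 0.01 it was -0.036, with an interval that includes 0. The measures differ, since RNA-Pol strength here was the rank of the peak's FDR and the study used read density near promoters. For GAF, the score of a single peak was used here, and the study used the enrichment of each promoter. The sets differ too, since the study took selected GAF-target genes. Of 284 GAF-bound peaks, the 223 are those still called in mutants, so peaks missing from the mutant list were left out. The values here and in the study are therefore not directly comparable.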
